A study of Homo sapiens with 6 samples. Its data were reported in "KLF4 recruits SWI/SNF to increase chromatin accessibility and reprogram the endothelial enhancer landscape under laminar shear stress" (2022).

How the data were processed

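ATAC-Seq was performed on PAEC exposed to LSS (n = 3 libraries) or kept under ST conditions (n = 3 libraries), and groups and replicate letters were taken from the sample labels. According to the study's methods, the authors ran the paired-end reads through the Kundaje Lab ATAC-seq pipeline, which aligns reads and calls accessible regions with MACS2. The authors then combined the regions of both conditions into a single list and deposited it as positions in bp. The deposited list had 3 columns (chromosome, start and end), with 0 further columns. It therefore held no score, count, fold change or p-value per region. The threshold for calling a region, the rule for combining conditions, the offset applied to Tn5 insertion sites and any removal of problem regions were not stated for this list. Each affects how many regions exist, how wide they are and whether weak regions of 1 condition are kept. If regions were merged across libraries, they would be at least as wide as in any single library, so widths describe the combined list only.

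A test of LSS against ST on read counts had been planned for the case that they were given per library. It was not made, because the list holds coordinates only, and for the same reason no value could be averaged over replicates. The depth of each library is unknown from the list, so the depth behind a single region could not be stated, and the regions of a deeper condition can weigh more in the union. The study's supplement reports uniquely mapped reads per library, but these were not used, since the list does not link them to regions.

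The study's methods name hg19 (GRCh37) for other assays, and this build was used. As a check, 0 regions ended beyond their GRCh37 chromosome, and 75.2% of the 19812 protein-coding genes had a region over the TSS of their canonical transcript. Genes, exons and TSSs came from GENCODE release 44 mapped to GRCh37. The TSS of every annotated transcript was used unless stated. Classes of regions were assigned by midpoint in the order promoter (within 1 kb of a TSS), exon, intron and intergenic. For a background, regions of the same widths were placed at random on the same chromosomes 100 times, with no unknown base inside, and two-sided permutation p-values were taken from these placements.

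Motif matches were exact matches to the consensus strings on either strand of the reference genome, in IUPAC letters. Shifted windows lay 10 kb up and down from each region, and a window overlapping any region or an unknown base was dropped. GC-matched windows were drawn from 20 of the random placements outside regions and weighted to the regions in 20 bins of width and bins of 1 percentage point of GC content, where at least 10 windows were available. This matched 99.2% of regions. Neighbouring windows, shifted by 10 kb, were weighted in the same way as an alternative, which matched 97.7% of regions. Intervals of ratios were computed on the log scale from the binomial variances. Odds ratios were pooled over strata by the Mantel-Haenszel method with Robins-Breslow-Greenland intervals. Regions that share sequence families or neighbourhoods are not independent, so these intervals are too narrow as statements about other cells or donors.

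Regions near a gene were those with any part within 50 kb of the TSS of its canonical transcript. Random lists of 13 genes were drawn 10000 times without replacement. Correlations over the autosomes used 100000 permutations. Single 100 kb bins with many regions are not reported here. Densities per Mb were taken over chromosome length with unknown bases included, unless stated. Only autosomes enter the comparison of chromosomes, because sex chromosomes would describe the donors.

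The genes and regions to name were fixed before the data were examined. They were the regions at 13 gene loci discussed by the study, the region nearest to the position 39 kb upstream of the DUSP5 TSS, the widest 3 regions, and the 3 chromosomes with the most and the 3 with the fewest regions per Mb, here among autosomes. Alternatives fixed before the data were examined were joined regions, regions of at least 200 bp, other promoter definitions, any overlap in place of the midpoint, covered base pairs, protein-coding genes only, the region edge in place of its midpoint, the central 200 bp, a shift of 50 kb, GC matching, looser KLF and ETS strings, distal regions only, windows of 10 and 100 kb round a TSS, and other measures of region density. Chosen after seeing the data were 1 TSS per gene, random gene lists matched on the number of TSSs, the counts of distal regions per Mb, and neighbouring windows matched on GC content and width.

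The functions were tested on simulated data before use. A planted promoter share of 30.8% was found as 29.7% (1805 simulated regions), and a planted motif ratio of 7.35 as 7.17 (1970 regions). With GC-rich windows and no planted motif, the crude ratio of 1.93 became 0.992 after GC matching (40000 windows). A simulated odds ratio of 2 was found as 2.02 (40000 records). Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.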

Results

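Chromatin accessibility was measured by ATAC-Seq, in which the Tn5 transposase inserts sequencing adapters into open stretches of DNA. The cells were pulmonary artery endothelial cells (PAEC), primary cells from the inner lining of the vessel that carries blood from the heart to the lung. There were 6 libraries in 2 groups. In 3 of them PAEC were exposed to laminar shear stress (LSS), the steady drag of flowing medium, at 15 dyn/cm2 for 24 h, and in the other 3 PAEC were kept under static conditions (ST) for the same time. The comparison of LSS with ST asks where chromatin opens or closes under flow. The data analysed here were the merged list of accessible regions from both conditions, with chromosome, start and end for each region and no value per library. The list gives no read depth and no direction of change, so no difference between LSS and ST could be tested, and no replicate error exists for any value below. The values describe the combined accessible landscape of both conditions. Intervals on shares are 95% Wilson intervals and cover counting error only, because regions are neither replicates nor independent of their neighbours.

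On the autosomes and chromosomes X and Y, the list held 163024 accessible regions that covered 136 Mb, or 4.76% of the placed sequence (GRCh37). Regions were 834 ± 488 bp wide (mean ± SD over regions, n = 163024), with a median of 747 bp and quartiles of 451 and 1112 bp. The narrowest region measured 150 bp and the widest 4370 bp. At exactly 150 bp there were 379 regions, compared with a mean of 17.5 regions per bp of width over the next 10 widths. Regions wider than 1 kb made up 31.6% of the list (51520 regions), and regions narrower than 200 bp made up 1.67% (2724 regions). No region overlapped another, 8 pairs abutted, and the median gap between neighbours was 6785.5 bp. Joining regions separated by no more than about a nucleosome's length of DNA left 159935 regions, the alternative that moved the number most.

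**Figure D1:**
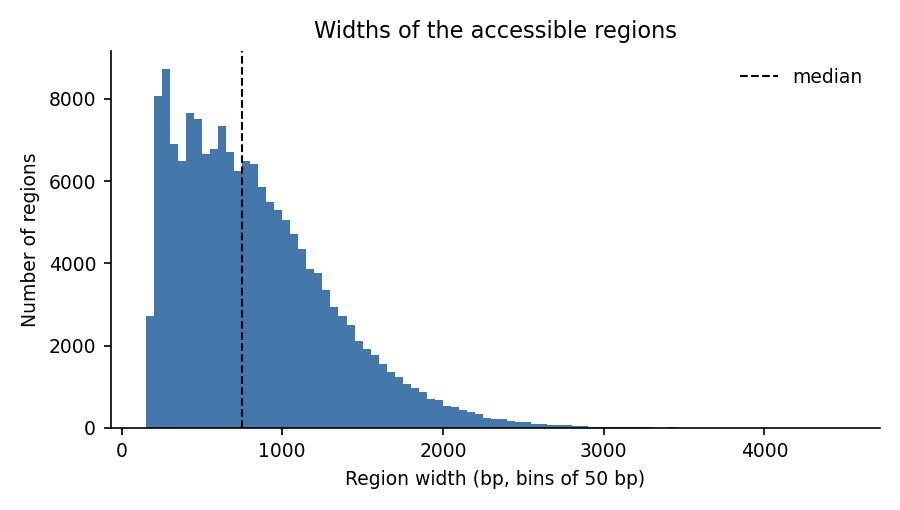
Number of regions (vertical axis) by region width in bp (horizontal axis, bins of 50 bp), with a dashed line at the median of 747 bp. The distribution starts at 150 bp and has a long tail towards the widest region at 4370 bp.

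To ask where the regions lie relative to genes, each region was assigned to a class by its midpoint. Promoters, within 1 kb of a transcription start site (TSS), held 32545 regions, or 19.96% (interval 19.8 to 20.2%). Regions of the same widths placed at random on the same chromosomes fell in promoters in 7.91% ± 0.0632 of cases (mean ± SD, 100 placements), so the observed share was 2.52 times higher. The share of covered base pairs moved this ratio most, to 3.37. Exons outside promoters held 4.62% of regions (interval 4.52 to 4.72%) against 3.51% ± 0.0471 at random, a ratio of 1.32. Introns held the largest share of the 4 classes, 49.95% (interval 49.7 to 50.2%), and were slightly depleted against the 52.8% ± 0.123 found at random, with a ratio of 0.946. With protein-coding genes only, the intron ratio changed direction, to 1.06. Intergenic sequence held 25.5% of regions (interval 25.3 to 25.7%) against 35.8% ± 0.122, a ratio of 0.711. In each class the observed share lay outside all 100 placements (two-sided permutation test by random placement, p = 0.0198, the smallest that 100 placements can give). Regions in promoters had a median width of 1132 bp, compared with 683 bp in exons, 687 bp in introns and 692 bp in intergenic sequence.

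**Figure D2:**
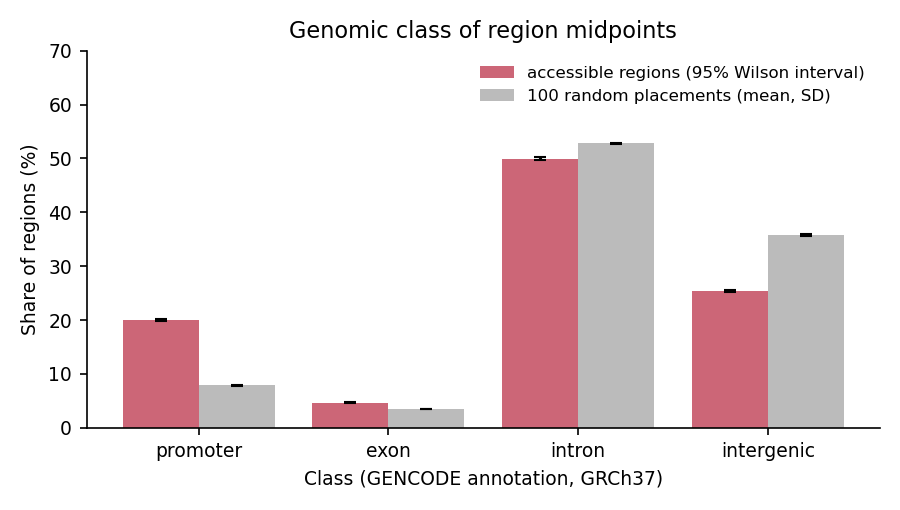
Share of regions in % (vertical axis) by genomic class of the region midpoint (horizontal axis), for the region list (red, bars with 95% Wilson intervals) and for 100 random placements (grey, mean with SD). Promoters stand at 19.96% against 7.91% at random, and intergenic sequence at 25.5% against 35.8%.

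The median distance from a region midpoint to the nearest TSS was 7.27 kb (quartiles 1.72 and 19.5 kb). Random placement gave a median of 12.8 ± 0.0608 kb (mean ± SD, 100 placements), and the ratio was 0.567 (two-sided permutation test by random placement, p = 0.0198, the smallest possible). With TSSs of protein-coding genes only, the median rose to 15.5 kb against 36.8 kb at random. A TSS lay within 100 kb of 98.1% of regions (interval 98.0 to 98.2%) and of 93.8% ± 0.0657 of random placements (permutation p = 0.0198). Within 10 kb the shares were 58.1% of regions and 43.7% of random placements. Regions more than 100 kb from any annotated TSS numbered 3092, or 1.90% of the list. The share within 100 kb depended on the annotation. For TSSs of protein-coding genes only, it was 85.3% of regions and 67.9% of random placements.

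Sequence motifs were counted to ask which transcription factor families have recognition sites in accessible chromatin. Each region was searched on both strands for 5 fixed consensus strings, and the share with at least 1 match was compared with windows of the same width shifted by 10 kb that overlapped no region. The Krüppel-like factor (KLF) string CCMCRCCC occurred in 27.9% of regions (interval 27.6 to 28.1%) and in 21.4% of shifted windows, a ratio of 1.299 (1.29 to 1.31). Against windows matched to the regions for GC content and width, the KLF ratio changed direction, to 0.931 (0.923 to 0.939). The activator protein-1 (AP-1) string TGASTCA occurred in 27.1% of regions (interval 26.8 to 27.3%) and in 10.8% of shifted windows, a ratio of 2.497 (2.46 to 2.53). The AP-1 ratio was 2.46 (2.44 to 2.49) against GC-matched windows. The E26 transformation-specific (ETS) string MCCGGAAR occurred in 5.80% of regions (interval 5.69 to 5.91%) and in 2.02% of shifted windows, a ratio of 2.87 (2.78 to 2.97). GC matching lowered the ETS ratio to 1.77 (1.71 to 1.83). The string for CTCF, a DNA-binding insulator protein, was CCASYAGRKGGC and occurred in 3.99% of regions (interval 3.89 to 4.08%) and in 0.140% of shifted windows. The CTCF ratio of 28.4 (25.7 to 31.5) fell to 12.3 (10.9 to 13.8) with GC matching. The GATA string WGATAA, taken as a control, occurred in 50.5% of regions and in 55.9% of shifted windows, a ratio of 0.904 (0.899 to 0.910). The GATA ratio also changed direction with GC matching, to 1.10 (1.10 to 1.11). The side of 1 on which the KLF and GATA ratios lay thus depended on the background. That the GATA string is neutral in these cells was not established, so its ratios set no size of departure to disregard. Against shifted windows, the KLF, AP-1, ETS and CTCF ratios were above 1 on each of the 22 autosomes, and the GATA ratio on 0 of 22. The median GC content was 46.1% in regions and 42.0% in shifted windows.

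**Figure D3:**
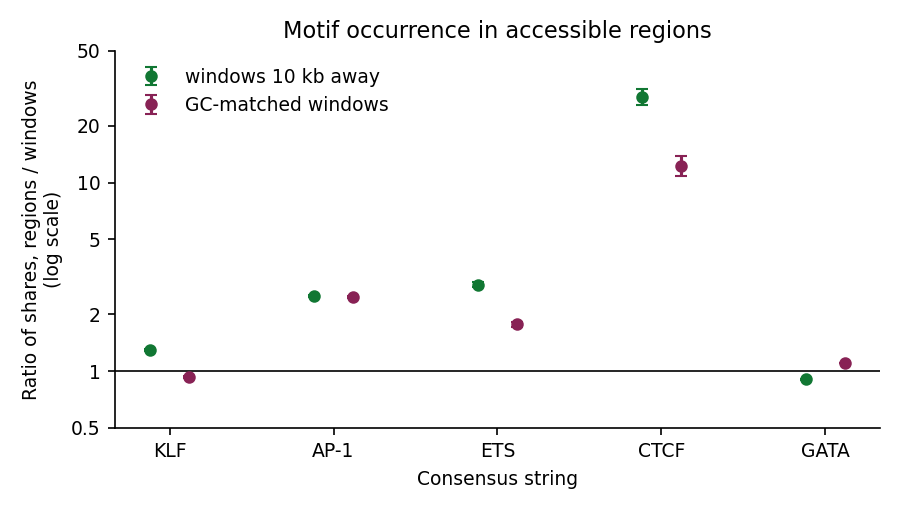
Ratio of the share of regions with a match to the share of windows with a match (vertical axis, log scale) for the 5 consensus strings (horizontal axis), against windows 10 kb away (green) and GC-matched windows (purple); bars are 95% intervals. CTCF has the highest ratios, 28.4 and 12.3, while KLF and GATA lie on opposite sides of 1 under the 2 backgrounds.

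Motif content differed between promoter regions (n = 32545) and distal regions at least 2 kb from any TSS (n = 119505). KLF matches were present in 55.7% of promoter regions (interval 55.2 to 56.3%) and 20.4% of distal regions (20.2 to 20.7%). ETS matches were present in 15.4% of promoter regions (interval 15.0 to 15.7%) and 3.35% of distal regions (3.25 to 3.45%). AP-1 matches went the other way, with 20.6% of promoter regions (interval 20.1 to 21.02%) and 28.9% of distal regions (28.7 to 29.2%). These shares were not adjusted for the greater width and GC content of promoter regions, whose median GC content was 56.8%.

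The number of regions within 50 kb of the TSS was counted for 13 genes that the study discusses, among all 19812 protein-coding genes on the autosomes and the X chromosome. DUSP5, which encodes a dual specificity phosphatase, had 23 regions, more than 99.5% of protein-coding genes. HES2 had 21 regions, HYAL1 had 20, KLF2 and ITGA6 had 19 each, NOS3 had 18, ITGB4 had 17, DLL1 had 14 and COL3A1 had 12. EDN1 had 10 regions, KLF4 and SMAD5 had 9 each, and BMPR2 had 8, more than 38.7% of protein-coding genes. The median over the list was 17 regions, against 9 in random lists of 13 protein-coding genes (one-sided permutation test over gene lists, p = 1e-04, the smallest that 10000 lists can give). Within 100 kb the medians were 28 and 18 (permutation p = 0.0006), and within 10 kb they were 5 and 2. The genes were chosen by the study from these libraries and others, so the difference is not independent evidence, and the random lists were not matched on expression.

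At DUSP5 (TSS at position 112257665 of chromosome 10, GRCh37, plus strand), 9 regions lay upstream within 50 kb, 13 downstream and 1 over the TSS. The position 39 kb upstream of the TSS fell inside a region of 688 bp on chromosome 10, from 112218127 to 112218814, with its midpoint 39.2 kb upstream. The region lay in an intron of the non-coding gene DUSP5-DT (112188598 to 112256348, minus strand) and in no protein-coding gene, and its GC content was 49.6%. It held 1 match to the KLF string, CCCCACCC on the plus strand at 112218403 to 112218410. The reference sequence with 15 bases on each side was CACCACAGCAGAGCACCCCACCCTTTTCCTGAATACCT. The strings for AP-1, ETS, CTCF and GATA had no match in this region. Whether its accessibility differed between LSS and ST cannot be read from the list. The region over the DUSP5 TSS spanned 112257054 to 112258494, with its midpoint in the untranslated part of exon 1.

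**Figure D4:**
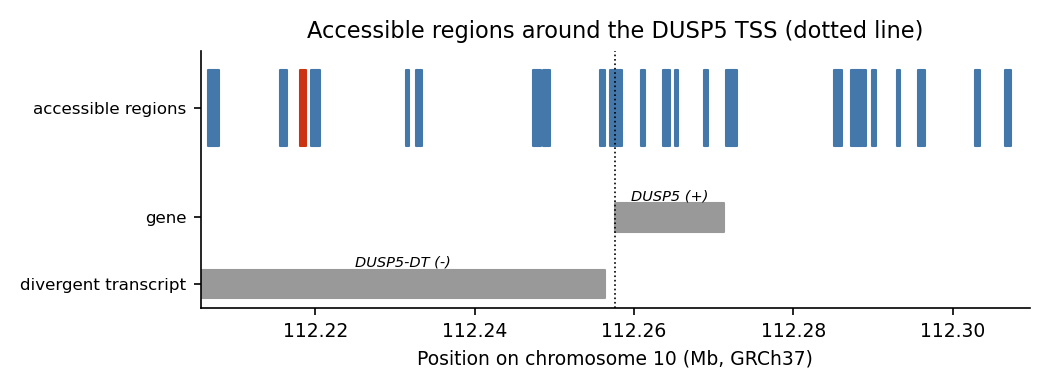
Regions within 50 kb of the DUSP5 TSS, drawn to scale against position on chromosome 10 in Mb (GRCh37), with DUSP5 and the part of DUSP5-DT in view as grey bars and the TSS as a dotted line. The region 39.2 kb upstream is red, and the other regions in the window, of 23 in total, are blue.

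The widest region of the list spanned 4370 bp on chromosome 17, from 38616565 to 38620934, in intergenic sequence 19.05 kb from the TSS of IGFBP4. The next spanned 4141 bp on chromosome 14, from 103984091 to 103988231, with its midpoint in the untranslated part of exon 8 of CKB and within 1 kb of an annotated TSS. The one after it spanned 4026 bp on chromosome 15, from 78484390 to 78488415, with its midpoint in intron 3 of ACSBG1.

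Among the 22 autosomes, the density of regions per Mb of chromosome length, unknown bases included, was highest on chromosomes 19 (79.3 per Mb), 17 (75.1 per Mb) and 20 (69.4 per Mb). It was lowest on chromosomes 21 (37.5 per Mb), 13 (38.3 per Mb) and 4 (43.7 per Mb). The order depended on the unknown bases. Per Mb of sequence without them, density was highest on chromosomes 19 (84.0), 22 (79.6) and 17 (78.4) and lowest on chromosomes 4 (44.5), 13 (46.1) and 18 (50.4). The density of regions rose with the density of protein-coding genes across the autosomes, with Pearson's r = 0.811 (two-sided permutation p = 1e-05, the smallest that 100000 resamples can give; Benjamini-Hochberg adjusted p = 3.2e-05) and Spearman's rho = 0.767 (p = 9e-05, adjusted p = 0.00016). Adjustment was over 16 correlations. Without chromosomes 19 and 17, the autosomes farthest from the median gene density, r was 0.706 (permutation p = 0.00046). For distal regions per Mb of chromosome, r was 0.162 (permutation p = 0.475), and for distal regions per Mb of distal sequence, it was 0.616 (permutation p = 0.00066). Of the sequence without unknown bases, distal sequence made up 68.2% on chromosome 19 and 91.3% on chromosome 13. The first of these measures thus loses length where genes are dense. Its divisor includes unknown bases, so it also loses length where these are many. On chromosome 21, distal sequence spanned 30.1 Mb of 48.1 Mb, and on chromosome 19 it spanned 38.0 Mb of 59.1 Mb.

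**Figure D5:**
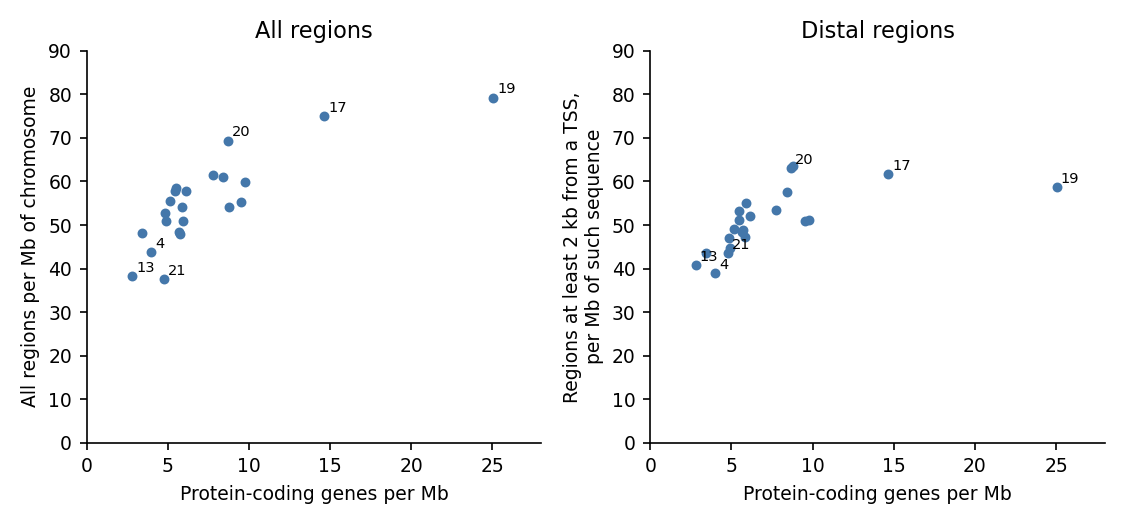
Regions per Mb (vertical axes) against protein-coding genes per Mb (horizontal axes), 1 point per autosome (n = 22), for all regions per Mb of chromosome (left) and for distal regions per Mb of sequence at least 2 kb from a TSS (right). Named points are the 3 autosomes with the highest and the 3 with the lowest density of all regions; r is 0.811 on the left and 0.616 on the right.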

Values the study reported

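The study reported 4699 regions with higher accessibility under LSS and 2191 with lower accessibility, compared with ST. It placed a differentially accessible region 39 Kb upstream of the DUSP5 TSS. KLF family motifs were reported in 77% of the regions that gained accessibility, and AP-1 motifs in 58% of those that lost it. The study's supplement gives percentages per motif. It also lists AP-1 motifs among the most enriched in the regions that gained accessibility. ETS family motifs were reported in about 80% of the differential regions of either direction.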

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

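No paired analysis was possible because the list holds no value per library, and for the same reason no replicate was left out. The comparison of LSS with ST and its 7 alternatives were not run, nor was a stricter threshold for regions, since no score was given. Tests of distal regions per Mb, of gene lists matched on TSS number and of neighbouring windows matched on GC content and width, and the use of 1 TSS per gene, were chosen only after the main results were seen.

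Of 71 alternatives tried on the 14 main results, 65 left the direction and the side of the threshold in place. The promoter ratio ranged from 1.90 (promoters within 2 kb) to 3.37 (covered base pairs). The number of regions was 159935 after joining neighbours and 160300 with a minimum of 200 bp. Restriction to assembled chromosomes gave 163024 by construction, because only regions on the autosomes, X and Y had been counted. It is among the 65 but tested nothing. The CTCF ratio stayed between 12.3 and 57.5, the AP-1 ratio between 2.46 and 4.54, and the ETS ratio between 1.15 (looser string) and 3.32.

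The intron share against random placement reversed from 0.946 to 1.06 with protein-coding genes only, a setting in which introns of non-coding genes count as intergenic; the cause was not tested further. With GC-matched windows, the KLF ratio reversed from 1.299 to 0.931 and the GATA ratio from 0.904 to 1.10, where matching came together with drawing windows from the whole genome. Neighbouring windows matched in the same way gave 0.896 for KLF and 1.11 for GATA, so the draw from the whole genome was not needed for either reversal. The correlation of region density with gene density lost its significance for distal regions per Mb of chromosome (r = 0.162). By its construction, this measure loses length where genes are dense and where bases are unknown. Of 82 alternatives of other values, such as shares and counts at single genes, 63 moved by more than their counting error or 1.5 times, and 19 did not.

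The list carries no depth, which limits each count of regions, since peak calling finds more regions in deeper libraries and no part of the list shows how much.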

Other observations

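Tests of the spacing of widths, of wide against narrow regions over the whole region and away from TSSs, of KLF matches at the region centre and of distal regions per Mb of distal sequence were chosen only after the result was seen, as was the look at regions over the TSSs of the listed genes. The other tests were fixed before their result was known. The list does not separate LSS from ST, so no biological explanation by flow was tested for any pattern here.

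The widths of regions piled up at regularly spaced values. Maxima lay at 445 bp (95% bootstrap interval 433 to 464), 629 bp (621 to 638) and 802 bp (788 to 844), a mean spacing of 178.5 bp (168.5 to 202). The windows in which maxima were sought were read off the same distribution. Within these windows, positions located on the odd-numbered autosomes were applied to the even-numbered ones. There, regions at the maxima outnumbered those at the minima by a ratio of 1.14 (1.11 to 1.18), and by a ratio above 1 on 11 of 11 autosomes. The windows came from the whole distribution, so the even-numbered autosomes were not fully held out. The split also cannot separate a property of chromatin from one of the peak caller. If regions were assembled from joined windows of the smallest width, the spacing would be 150 bp, and the interval leaves this out. A Fourier estimate of the period was less stable and ranged from 159 to 198 bp over 5 choices of range and trend. A candidate explanation is that region edges tend to stop at nucleosomes, so that widths grow in steps of about a nucleosome and its linker, and a spacing of 178.5 bp is consistent with that; a smoothing step of the peak caller other than the one tested was not excluded.

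GC content may account for the excess of KLF matches, because the ratio against GC-matched windows was 0.931. The raw excess of KLF matches in the central 200 bp of regions at least 600 bp wide over 200 bp at one end (odds ratio 1.44) also vanished within strata of GC content, with an odds ratio of 0.922 (0.891 to 0.953, n = 101486 regions). The same comparison left AP-1 (2.78), ETS (1.84) and CTCF (5.16) matches concentrated at the centre. It moved the GATA string, taken as a control, from 0.987 to 1.19 (1.16 to 1.22), so that string was not shown to be neutral. A fixed KLF string therefore showed no enrichment of its own over the whole list, which says nothing about the subset of regions that change under LSS. Repeats inside the GC-matched windows were not examined. For the other strings, GC content does not account for the whole excess. Matching lowered the ratio from 2.87 to 1.77 for ETS and from 28.4 to 12.3 for CTCF, so it accounts for part of these, while AP-1 stayed about as high (2.497 and 2.46).

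The KLF share here was 27.9% of regions, the AP-1 share 27.1% and the ETS share 5.80%. Each is lower than the value quoted from the study above, which referred to differential regions and to another kind of motif search. The comparison depends on the string: with looser strings the share was 73.7% for KLF (CACCC) and 88.0% for ETS (MGGAAR), but neighbouring windows then reached 67.4% and 76.9%.

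AP-1 matches were more frequent in distal than in promoter regions, and ETS matches in promoter regions. In the central 200 bp, the odds ratio was 2.28 for AP-1 (distal against promoter) and 3.44 for ETS (promoter against distal). Within strata of GC content these fell to 1.32 (1.26 to 1.38) and 1.88 (1.70 to 2.07). GC content thus accounted for part of each difference in the central 200 bp and not for all of it. The ETS string MCCGGAAR contains the base pair sequence CG, whose density was not adjusted for. The promoter preference therefore holds for this string and not for ETS sites in general.

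KLF and AP-1 matches were tested for avoidance within the same distal region, since they might mark separate elements. Within strata of width and GC content the odds ratio of joint presence was 0.996 (0.962 to 1.03, n = 119505), and in neighbouring windows it was 0.961 (0.925 to 0.998). No avoidance was detectable.

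Narrow regions might be weaker calls with less sequence content of open chromatin. The opposite was seen at the centre. In the central 150 bp, the CTCF ratio to neighbouring windows was 142.65 (67.7 to 300.5) in the narrowest 10% of regions and 6.69 (3.11 to 14.4) in the widest 10%, and the AP-1 ratios were 8.19 and 1.43. The low content of wide regions at their centre could arise because their strongest site lies elsewhere. Over the whole region, the excess of the CTCF share over neighbouring windows was 2.67 percentage points in the widest 10%, below the 3.43 points of the narrowest 10% by 0.754 points (0.361 to 1.15). For AP-1 it was 7.14 points in the widest 10% and 14.4 in the narrowest, a difference of 7.25 points (6.09 to 8.41). The ratios over the whole region were 10.3 and 85.02 for CTCF and 1.31 and 5.33 for AP-1. A longer search raises the share of windows with a match, which alone can lower such ratios. Searching the whole region raised the excess in the widest 10%, from 0.188 to 2.67 points for CTCF and 0.819 to 7.14 for AP-1. In the narrowest 10% it went from 3.37 to 3.43 points for CTCF and fell from 14.7 to 14.4 for AP-1. The longer search thus favoured wide regions, yet their excess stayed smaller. Position alone therefore does not account for the difference over all regions, and whether it accounts for a part was not settled. Promoters made up 57.3% of the widest 10% and 12.8% of the narrowest, but away from TSSs (at least 2 kb) the CTCF ratio at the centre was still 7.69 (2.64 to 22.4) in the widest 10% and 182 (67.9 to 486) in the narrowest, and the AP-1 ratios were 2.20 and 8.58. The smaller excess of wide regions over the whole region, in percentage points, was not seen away from TSSs. There the excess in the narrowest 10% minus that in the widest was -0.584 points for CTCF (-1.17 to 0.00525; excess 3.21 and 3.79) and -5.17 points for AP-1 (-6.93 to -3.41; excess 15.3 and 20.5). Promoters could thus account for that smaller excess. As ratios, the widest 10% away from TSSs stayed lower over the whole region (14.6 against 106 for CTCF, 1.90 against 5.51 for AP-1). Away from TSSs, a site outside the centre and a longer stretch of sequence cannot be told apart as sources of the excess of 3.79 points, because both raise it.

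Gene-dense chromosomes had more regions per Mb, and promoters alone could produce this. A first test, distal regions per Mb of chromosome, gave r = 0.162, but it was judged void after its value had been seen. Distal sequence, as a share of the known bases, itself shrinks with gene density, and the divisor of the test included unknown bases. Counted per Mb of distal sequence, r was 0.616 (permutation p = 0.00066; 0.761 without chromosomes 19 and 17), which argues against promoters alone. Why distal regions are denser there was not tested.

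The gene list discussed by the study had more regions than random lists, and a gene-dense neighbourhood might explain this. In lists matched on the number of protein-coding TSSs within 50 kb, the median was 8, and 100% of 10000 matched lists had a median lower than 17. Selection of these genes for accessibility and expression in endothelial cells remains open.

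Of the 13 listed genes, 11 had a region over the canonical TSS, compared with 75.2% of all protein-coding genes. The exceptions were NOS3, whose nearest region lay 1687 bp away, and COL3A1, whose nearest region lay 1323 bp away. For NOS3, 3 of 9 annotated TSSs were inside a region, and for COL3A1, 0 of 4.

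In the random placements, the highest count in any 100 kb bin of the autosomes was 24 regions, and 31 bins of the list exceeded it. In the list, 23.03% of bins held no region. Bins of unknown bases, which can hold none, were included, and this share was not compared with the random placements.

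Mapping artefacts beside assembly gaps could place regions there. Within 10 kb of a gap or chromosome end there were 257 regions, fewer than the 308 ± 16.9 of the random placements (mean ± SD, range 250 to 344). No excess was thus found beside gaps, and the cause of the lower count was not tested. Regions made of mitochondrial sequence copied into the nuclear genome could come from mitochondrial reads. The number of regions with at least 50% of their 24-base words in the mitochondrial genome was 0, against a mean of 0.41 and a range of 0 to 3 in the random placements, so such regions were not detected; regions removed by the authors before deposit would leave the same trace.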
